A study of Ctenopharyngodon idella with 27 samples. Its data were reported in "Effects and Molecular Regulation Mechanisms of Salinity Stress on the Health and Disease Resistance of Grass Carp" (2022).

How the data were processed

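RNA was extracted from gill tissue with Trizol, and sequencing libraries were made from the messenger RNA. The study's methods describe a TruSeq preparation, whereas the labels describe steps of a NEBNext kit. The study pooled the reads into a de novo Trinity assembly, and it took 3 fish per group and time point. The gene IDs in the files name scaffolds with start and end positions, and the genome build behind them is not given in the sources used here. The authors deposited 1 table per library with FPKM values per gene, that is, fragment counts scaled to gene length and library size, the unit used for every result. The quantification tool is not given in the sources used here.

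Groups were taken from the sample titles, which give salinity, time and replicate number. The titles and the study place the middle time point at 2 days and another label at 3 days, and it is called 2 dpi throughout. One label writes the salinities as percent, whereas the series design and the study use per mille, and per mille is used here. The 27 libraries form 9 groups of 3, and no library of this series came from uninfected fish.

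Each table held 40920 gene rows, of which 32723 carried scaffold IDs and 8197 the word newGene. A further 127 rows per table held annotation text that continued the row above, and these gave database names for 121 genes. As a check, 19 genes shared their pathway database entry with another such gene within 200000 bases, against at most 4 in 1000 permutations of the names. The row below was not tried in the same way, so a shift by 1 row was not excluded. None of the IDs matched the RefSeq gene table of the organism (0 matches), so the other genes are given by ID. No 2 libraries were identical, and correlations between replicates ranged from 0.854 to 0.971 (median 0.95) on the log2(FPKM + 1) scale.

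The test was chosen by unit. Because the files held FPKM and not counts, limma 3.58.1 in R 4.3.3 was fitted with its trend option to log2(FPKM + 1), with 1 mean for each of the 9 groups and all 27 libraries sharing 1 estimate of the spread. Genes with at least 1 FPKM in at least 3 libraries were tested (25363 genes). The plan for FPKM values named no filter. This one was set in a first look at the values, before any fit was seen, and the gene counts of a first fit with it had been seen before the tests of explanations were written. The study gives 1.5-fold and a p under 0.05 for its comparisons of uninfected fish, and the sources used here do not say whether that p was adjusted or which thresholds its infected comparisons had. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The pseudocount of 1 makes the log2 fold changes of genes with low FPKM smaller than the ratios of their means. Time courses and the difference of a salinity effect between days were tested with joint F tests of limma, the latter with no fold threshold. Values are means ± SD over 3 libraries, and log2 fold changes are given with their SE. The study gives the clean data as a total and as a minimum per library. The reads behind each value are unknown without counts, so no counting interval or detection floor is given. Files were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

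Tests across genes were checked on simulated data for the comparison of 3‰ with control at 2 dpi over 25363 genes. Of 100 genes changed 2-fold, 55% were recovered, and of 100 changed 4-fold, 90% were recovered, with 6 unchanged genes called. With no change put in, 0 genes were called.

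The genes named in the text follow a rule written before the data were examined. It takes every NLR of the lists of 13 and 5 genes that the study gives by ID, for each comparison the 5 higher and 5 lower named genes with the largest changes among those called that averaged at least 1 FPKM and did not overlap between the groups, and at most 2 higher and 2 lower unnamed genes by ID. Exceptions are marked where they occur. Sets were tested with fry and camera of limma, with each NLR list adjusted over the 9 comparisons. The 27 gene lists fixed by symbol before the data were examined were not run, because the files name only 2 of their members, gata3 and galectin-9-like. In their place, 33 pathway lists of at least 5 genes were read from the annotation text after the data were seen. Their p-values were adjusted over all lists and comparisons together.

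For genes called in both salinities, 100 simulations drew unchanged groups, the controls included, from residuals shuffled over all libraries around each gene's mean. The tests, comparisons and gene lists were fixed before the data were examined, and so were the alternatives, except no filter on low values and those used in place of methods that need counts. The alternatives were limma without trend, quantile normalization, a pseudocount of 0.1, a fit to only the groups compared, replicate number as a block, no fold threshold, an unadjusted p, no low-value filter and the omission of each library in turn. Other splits of the libraries were counted for each comparison, all 10 splits of 6 libraries or 100 drawn splits for the joint tests.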

Results

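Gill transcriptomes of grass carp (Ctenopharyngodon idella) were examined after infection with Flavobacterium columnare, the bacterium behind columnaris disease. The fish had been kept without added salt (control) or at 3‰ or 6‰ salinity before the infection, and gills were taken at 1, 2 and 7 days post infection (dpi). The 27 RNA-seq libraries formed 9 groups of 3, and every library came from infected fish, so the comparisons ask how earlier salinity changed the gill transcriptome during infection. The deposited tables gave FPKM values for 40920 genes, and the FPKM sum per library ranged from 693332 to 802639. Between 8391 and 10733 genes per library were listed at 0. No read counts are given, so the number of reads behind a value is unknown. Few gene IDs carried a name in the files: 107 of the 25363 genes tested did, besides the NOD-like receptors that the study lists by ID.

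On the first principal component, which held 17.3% of the variance, the 3 libraries of 3‰-treated fish at 2 dpi lay at 50.4 to 60.4. The 3 control libraries of the same day lay at -34 to -7.7. The libraries of 3‰-treated fish at 7 dpi lay between -41.9 and -26.4, within the control range of that day (-49.7 to -7.3). One 6‰ library at 1 dpi, replicate 1, lay apart from all others at 112.4 on the second component (12.8% of the variance), where the other 26 libraries lay between -43.8 and 35.3. This library also lay highest on the first component, at 66.9. It held 323 genes at 10 FPKM or more that stayed under 1 FPKM in the other 26 libraries, against at most 1 such gene in any other library.

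**Figure D1:**
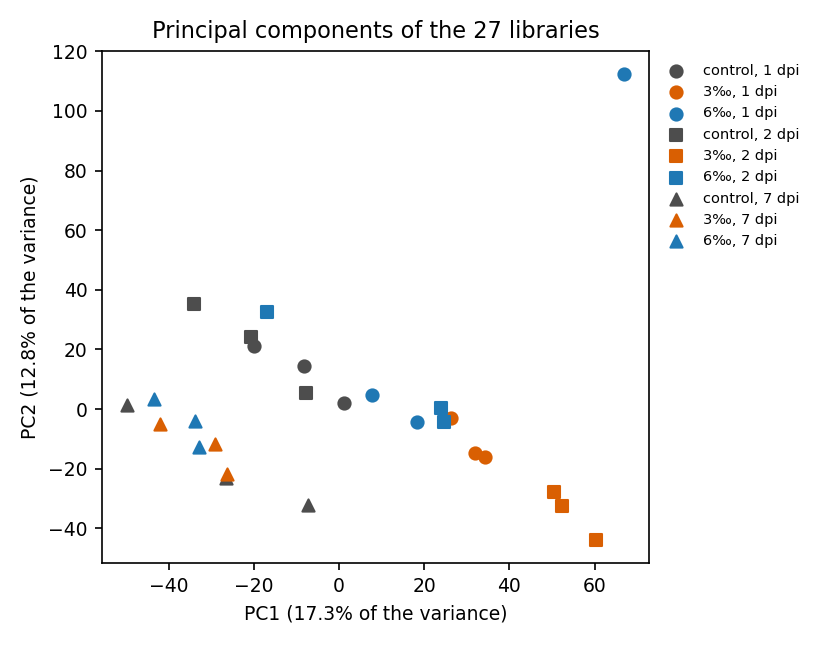
Principal component 1 (horizontal) and 2 (vertical) of log2(FPKM + 1) values, in component units, with 1 point per library, colour for salinity and shape for day. The 3 libraries of 3‰-treated fish at 2 dpi sit at 50.4 to 60.4 on component 1, and 6‰ replicate 1 at 1 dpi sits alone at 112.4 on component 2 and at 66.9 on component 1.

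At 2 dpi, 9 of the 107 named genes were higher and 8 lower in the gills of 3‰-treated fish than in control gills. A pair of adjacent gene models named disabled homolog 2-like (dab2-like), an adaptor of clathrin-coated vesicles, gave the largest increases among the named genes. The model CI01000039_03651436_03658228 rose from 11.8 ± 1.6 FPKM in control to 85.1 ± 15.2 FPKM (SD, n = 3), a log2 fold change of 2.74 ± 0.46 (SE) with an adjusted p of 0.000872. Its neighbour CI01000039_03659569_03662364 rose from 12 ± 0.15 to 81 ± 11.1 FPKM, and the files do not show whether the pair are parts of 1 gene. Another dab2-like model on a different scaffold, CI01000339_06985199_06992207, was not called. It was at 9.35 ± 2.5 FPKM in control and 10.9 ± 1.71 FPKM at 3‰. A ZC3H12A-like gene, related to a ribonuclease that degrades cytokine transcripts, rose to 20.3 ± 5.27 FPKM (log2 fold change 0.90 ± 0.21, adjusted p = 0.00726). The E3 ubiquitin ligase gene nedd4 rose from 21.1 ± 7.49 to 34.6 ± 4.81 FPKM, and YAP1, a transcriptional co-activator of the Hippo pathway, from 34.1 ± 10 to 54.9 ± 12.3 FPKM.

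Among the genes lower in these gills, a fynb-like gene (newGene_5859), named for a Src-family tyrosine kinase, fell from a mean of 32.4 to 11.5 ± 2.25 FPKM (log2 fold change -1.44 ± 0.23, adjusted p = 0.000693). A fibroblast growth factor receptor 2-like gene fell from 42.6 ± 8.88 to 22.9 ± 4.6 FPKM, and a fibroblast growth factor 10-like gene from 8.54 ± 2.28 to 3.89 ± 0.581 FPKM. An sfrp1-like gene, named for a secreted Wnt antagonist, fell from 13.6 ± 7.35 to 5.12 ± 2.03 FPKM. A clusterin-like gene was at 32 ± 45.2 FPKM in control and 1.16 ± 0.484 FPKM at 3‰. The remaining called genes, named here after their values were seen, were integrin alpha-V-like, tgfb2, DVL-2-like and phospholipase C beta-1-like on the higher side and notch1, bcl6 and protein kinase C epsilon-like on the lower side.

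Over all genes, 3755 of 25363 were called in this comparison, 1418 higher and 2337 lower. The excess of lower genes depended on the scaling, with 1831 higher and 1839 lower after quantile normalization. The count was 2165 with only the groups compared in the fit and 2466 without 3‰ replicate 2. Among genes without a name, CI01000073_00089521_00090370 was at 1.44 ± 0.754 FPKM in control and 287 ± 134 FPKM at 3‰. In the other direction, CI01001325_00000309_00000862 was at 156 ± 102 and 4.1 ± 3.22 FPKM. Both adjacent dab2-like models and the ZC3H12A-like, fynb-like and fgfr2-like genes were called under all 30 alternatives run for named genes. The calls of clusterin-like and YAP1 were each lost without any of 4 single libraries (adjusted p up to 0.184 without control replicate 3 and up to 0.196 without control replicate 1), and so was that of nedd4 (up to 0.135 without control replicate 3), while fgf10-like lost its call without any of 3 libraries (up to 0.0796 without control replicate 1) and sfrp1-like without either of 2 (up to 0.0772 without control replicate 3). Of the 7 further genes, DVL-2-like lost its call without any of 4 libraries, tgfb2 without any of 3 (both up to 0.127 without 3‰ replicate 2) and phospholipase C beta-1-like without that library (0.0859). The calls of notch1 and bcl6 were each lost without control replicate 3 or 3‰ replicate 1 (up to 0.0776 and 0.0687), and those of integrin alpha-V-like and protein kinase C epsilon-like fell below 1.5-fold under 3 alternatives each, with adjusted p up to 0.0418 and 0.0459.

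**Figure D2:**
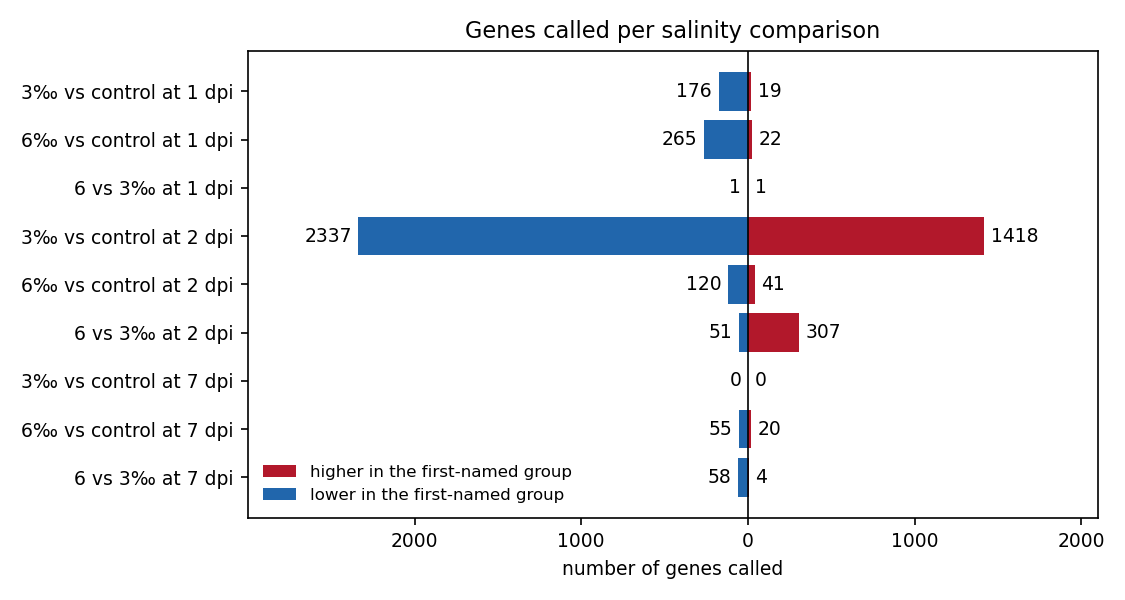
Number of genes called in each of the 9 salinity comparisons, to the right of 0 for genes higher and to the left for genes lower in the first-named group. The comparison of 3‰ with control at 2 dpi has 1418 genes higher and 2337 lower (1831 and 1839 after quantile normalization, not drawn), and no other bar exceeds 307 genes.

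NOD-like receptors (NLRs) are intracellular receptors for microbial and danger signals, and the study names 13 of them by ID on these samples. At 2 dpi all 13 had a negative log2 fold change in 3‰-treated fish, and 8 were called lower. The count was 12 when adjusted over the list alone. The study chose these genes on the same libraries, 12 of them as differentially expressed genes to be measured again at 2 dpi, so no test of them as a set is independent evidence. NLRC3 CI01000140_02095891_02110510 fell from 8.75 ± 5.09 to 0.419 ± 0.11 FPKM (log2 fold change -2.64 ± 0.51, adjusted p = 0.00207). NLRC3 CI01000427_00019738_00058058 fell from 5.35 ± 0.974 to 1.62 ± 0.41 FPKM, and NLRP3-like CI01000070_04844701_04867804 from 21.7 ± 1.57 to 10.6 ± 4.1 FPKM. The NLRP12 gene that the study calls NLRP12-like 2 fell from 5.07 ± 0.998 to 2.19 ± 0.834 FPKM. The gene it calls NLRP12-like 1 was at 7.37 ± 3.42 FPKM in control and 4.91 ± 0.914 FPKM at 3‰ and was not called (adjusted p = 0.485). The set tests at 2 dpi (adjusted p = 4.97e-06 by fry, 5.3e-06 by camera with a preset correlation, and adjusted p = 0.035 with an estimated correlation) restate that choice. NLRC3 CI01000433_00039954_00060508 lost its call after quantile normalization (adjusted p = 0.0803) and without any of 4 libraries (up to 0.131 without control replicate 2), and NLRP3-like CI01000070_04844701_04867804 lost it without 3‰ replicate 2 (adjusted p = 0.0635).

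**Figure D3:**
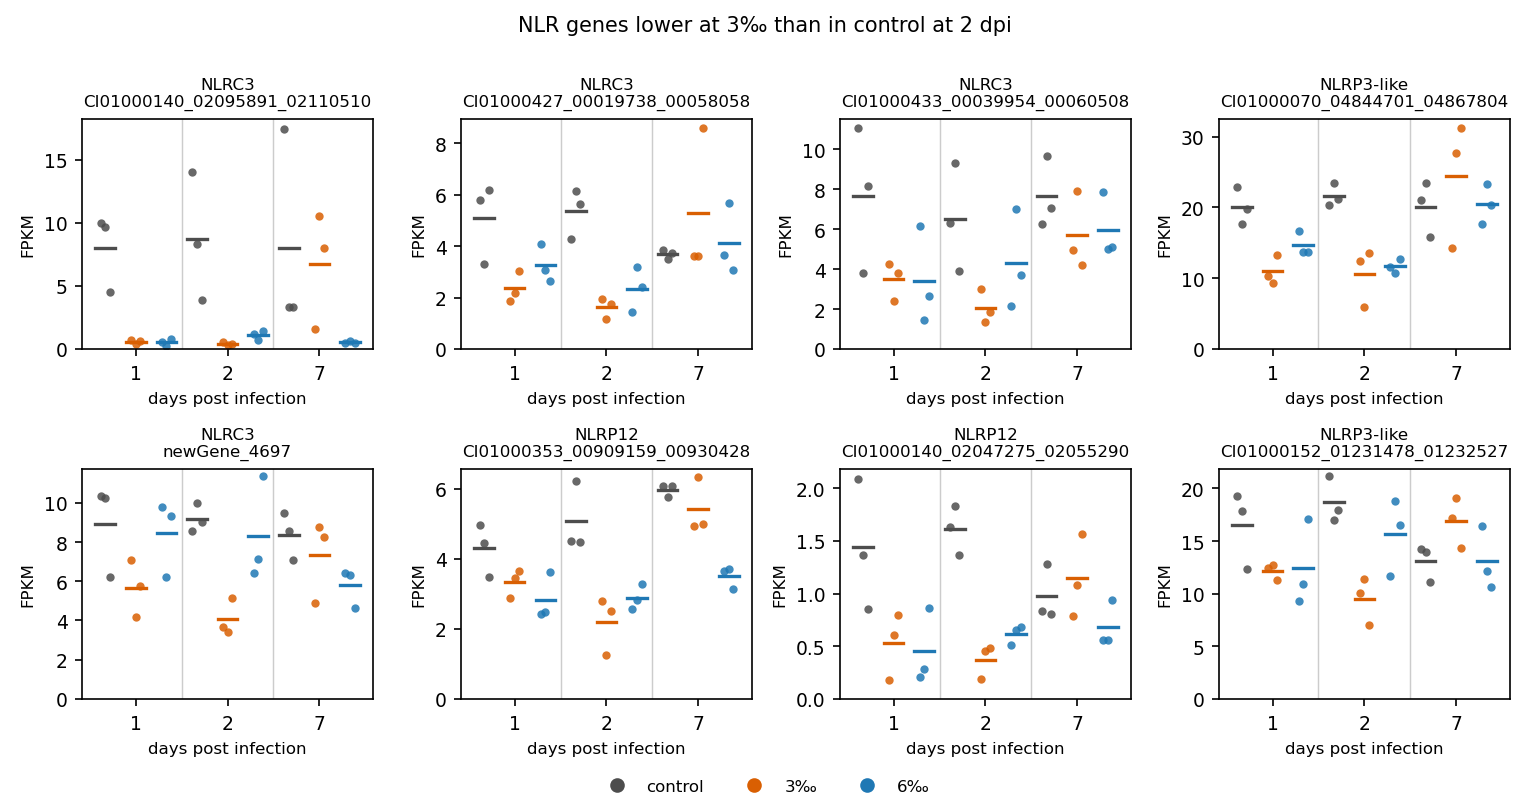
FPKM (vertical, linear scale from 0) of the 8 NLR genes called lower at 3‰ than in control at 2 dpi, per library (points) with the mean of each group of 3 (line), by days post infection (horizontal) and salinity (colour). NLRC3 CI01000140_02095891_02110510 is at 0.419 FPKM on average at 3‰ at 2 dpi and at 6.74 FPKM at 7 dpi, and at 6‰ it stays at 0.538 to 1.11 FPKM on average at the 3 time points.

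In 6‰-treated fish at 2 dpi, all 13 NLR genes again had negative log2 fold changes, with a median of -0.55. None was called over all genes and 5 were lower when adjusted over the list alone. The set tests (adjusted p = 0.00151 by fry and 3.5e-05 by camera, and adjusted p = 0.035 with an estimated correlation) use the same control libraries on which the list was chosen, so they too restate the choice. Set directly against each other, 6‰ gills had higher values than 3‰ gills for 12 of the 13 genes at 2 dpi, with 2 higher when adjusted over the list alone. These were NLRC3 newGene_4697, at 8.3 ± 2.67 against 4.07 ± 0.921 FPKM, and NLRP3-like CI01000152_01231478_01232527, at 15.7 ± 3.66 against 9.52 ± 2.23 FPKM. Higher values at 6‰ than at 3‰ are expected for lower genes that were chosen as changed in these 3‰ libraries, which also holds for the set tests (adjusted p = 0.00857 by fry and 0.00761 by camera). The camera call was lost with an estimated correlation (adjusted p = 0.15) and without 3‰ replicate 2 (adjusted p = 0.0786).

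At 1 dpi, NLRC3 CI01000140_02095891_02110510 was at 8.05 ± 3.05 FPKM in control, 0.568 ± 0.165 FPKM at 3‰ and 0.538 ± 0.261 FPKM at 6‰, and it was called lower at both salinities (adjusted p = 0.0312 and 0.0146). It was the only NLR of the 13 called over all genes on that day, and the counts adjusted over the list alone were 5 lower at 3‰ and 2 lower at 6‰. With the same limit on the list, chosen on libraries of this series, the set was lower at 3‰ (adjusted p = 0.00139 by fry, 2.02e-05 by camera, and adjusted p = 0.035 with an estimated correlation) and at 6‰ (0.00151, 0.000193, and adjusted p = 0.0486 with an estimated correlation). The single-gene call at 3‰ was lost without any of 5 libraries of the compared groups (adjusted p up to 0.206 without control replicate 1) and with only the groups compared in the fit, which called 0 genes, and that at 6‰ without any of 4 (up to 0.0971 without control replicate 1).

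By 7 dpi the 13 genes in 3‰-treated fish had a median log2 fold change of -0.03 against control, and none was called (fry adjusted p = 0.859). NLRC3 CI01000140_02095891_02110510 was at 6.74 ± 4.62 FPKM at 3‰ and 0.55 ± 0.0967 FPKM at 6‰, beside 8.03 ± 8.13 FPKM in control. The difference of 6‰ from control did not pass over all genes (adjusted p = 0.0652) and did over the list alone (0.00418), and so did that from 3‰ (0.0777 and 0.00717). The set at 6‰ was lower by camera (adjusted p = 0.0274) but not with an estimated correlation (adjusted p = 0.222), nor by fry (0.0514). Within 3‰-treated fish, 6 of the 13 genes were called across the 3 days, each lowest at 2 dpi, while none was called across the days in control or 6‰-treated fish. Genes chosen as changed at 3‰ at 2 dpi favour such a course, so it is not independent evidence either. The fish sampled at 7 dpi had also survived the infection up to that day, and what earlier deaths add to such a course was not tested. Of these 6 calls, only that of NLRP12-like 2 held under all 30 alternatives. That of CI01000152_01231478_01232527 was lost under 22 (adjusted p up to 0.171 without 3‰ replicate 2 of 7 dpi), and the other 4 were lost without 1 or 2 of the 3‰ libraries of 7 dpi (up to 0.108 without replicate 3), and CI01000427_00019738_00058058 also after quantile normalization (adjusted p = 0.0519). The test of whether the salinity effect differed between days called none of the 13 (lowest adjusted p = 0.0643, for NLRC3 CI01000427_00019738_00058058). Of the 5 NLRC3-like genes that the study lists from uninfected fish, 4 could be tested and none was called in any salinity comparison, with fry adjusted p-values of 0.893 to 0.97. The remaining gene stayed under 1 FPKM in every library. One call appeared among them without control replicate 1 or without 3‰ replicate 1 of 2 dpi.

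At 1 dpi, most called genes were lower in salinity-treated gills. The fynb-like gene was at 36.7 ± 11.7 FPKM in control and 14.6 ± 2.56 FPKM at 3‰ (log2 fold change -1.24 ± 0.23, adjusted p = 0.0206). The bcl6 gene, a transcriptional repressor of lymphocyte differentiation, fell from 27.2 ± 5.37 FPKM to 14.7 ± 2.32 FPKM at 3‰ (adjusted p = 0.0416) and to 13.2 ± 2.08 FPKM at 6‰ (adjusted p = 0.00948). A receptor-type tyrosine-protein phosphatase C-like gene, named for the leukocyte surface protein CD45, fell from 214 ± 27.8 to 136 ± 29.1 FPKM at 6‰ (adjusted p = 0.0095). A protein kinase C epsilon-like gene fell from 6.37 ± 0.422 to 3.73 ± 0.825 FPKM at 3‰ (adjusted p = 0.0471). None of the 107 named genes was called higher. Over all genes 195 were called at 3‰ (19 higher, 176 lower) and 287 at 6‰ (22 higher, 265 lower), but a fit to only the groups compared called 0 and 1. The count at 3‰ was 2 without control replicate 1 and 429 without the outlying 6‰ replicate 1, and the count at 6‰ was 70 without control replicate 1 and 104 without that 6‰ replicate. Each of these named calls was lost without some single library, control replicate 1 among them in every case (adjusted p then 0.193 for fynb-like, 0.262 and 0.0855 for bcl6, 0.0915 for the CD45-like gene and 0.254 for the kinase C gene). Of the 30 alternatives, 21 lost the kinase C call and 12 that of bcl6 at 3‰, while the other named calls were lost under 2 or 3. The fit to only the groups compared is not among these 30. Because it called 0 genes at 3‰, it also lost every named call there.

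Between the salinities, 2 genes were called at 1 dpi, neither with a name. The gene newGene_6539 was at 8.02 ± 2.29 FPKM at 6‰ and 1.61 ± 0.455 FPKM at 3‰, and CI01085210_00000177_00000659 was at 2.48 ± 0.561 and 6.81 ± 1.11 FPKM. Neither call held without 6‰ replicate 1 (adjusted p = 0.2 and 0.306). Of the 30 alternatives, 3 lost the call of newGene_6539 and 17 that of CI01085210_00000177_00000659. A fit to only the groups compared, not among these 30, called 0 genes and so lost both.

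At 2 dpi, 6‰-treated gills differed from control in 161 genes, 41 higher and 120 lower, and none of the 107 named genes was among them. The unnamed gene newGene_19386 was at 15.8 ± 3.35 FPKM at 6‰ and 0.0112 ± 0.0194 FPKM in control, and CI01066296_00003122_00004429 was at 0.463 ± 0.575 and 86.6 ± 65.3 FPKM. Against 3‰-treated gills of the same day, 358 genes were called, of which 307 were higher at 6‰. The sfrp1-like gene was at 14.1 ± 1.01 FPKM at 6‰, near its control mean of 13.6 FPKM, and at 5.12 ± 2.03 FPKM at 3‰ (adjusted p = 0.0343). A fit to only the groups compared called 8 genes against control and 6 against 3‰, and quantile normalization gave 109 higher and 162 lower against control and 277 higher and 95 lower against 3‰. The counts also rested on single libraries: 11 genes were called against control without 6‰ replicate 1 of 2 dpi, and 1 against 3‰ without 6‰ replicate 3. Without that replicate 3, the sfrp1-like gene was not called (adjusted p = 0.215). In all, its call was lost without any of 4 single libraries. That of newGene_19386 was lost without any of 5, and that of CI01066296_00003122_00004429 without 1.

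At 7 dpi, klf4, a zinc-finger transcription factor of epithelial differentiation, was at 42.3 ± 16.4 FPKM at 6‰ and 10 ± 1.01 FPKM in control (log2 fold change 1.92 ± 0.32, adjusted p = 0.0109). At 3‰ klf4 was at 24.9 ± 5.09 FPKM and was not called against control. A galectin-9-like gene, named for a carbohydrate-binding immune lectin, fell from 28.1 ± 6.72 to 11.9 ± 2.23 FPKM at 6‰ (log2 fold change -1.16 ± 0.22, adjusted p = 0.0191). In all, 75 genes were called at 6‰, 20 higher and 55 lower. At 3‰, limma called 0 genes, 561 passed at an unadjusted p under 0.05 with the fold threshold, and limma without trend called 1. The 6‰ gills differed from the 3‰ gills in 62 genes, 4 higher and 58 lower, none of them among the 107 named ones. That direction was less uneven after quantile normalization (13 higher, 37 lower) and with only the groups compared (19 higher, 29 lower). At 6‰ against control, these settings gave 48 higher and 62 lower, and 5 higher and 9 lower. The count at 6‰ was 11 without 6‰ replicate 3 of 7 dpi and 221 without the outlying 1 dpi library, and the count between salinities was 7 without 6‰ replicate 2 of 7 dpi and 242 without the outlying library. The klf4 call was lost without 6‰ replicate 3 (adjusted p = 0.0971), and that of galectin-9-like without any of 5 libraries (up to 0.115 without 6‰ replicate 2).

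**Figure D4:**
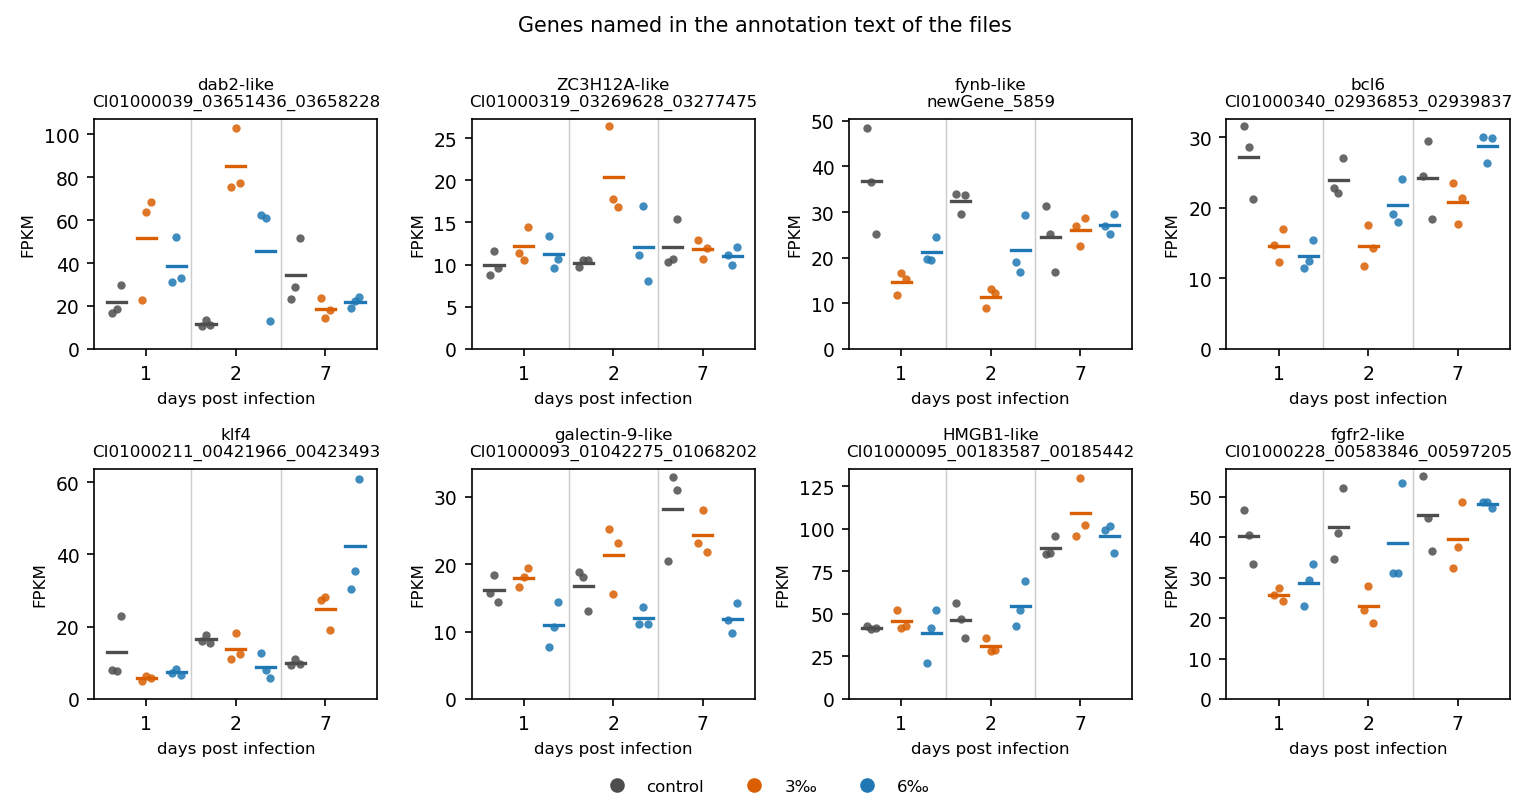
FPKM (vertical, linear scale from 0) of 8 genes named in the files, per library (points) with the mean of each group of 3 (line), by days post infection (horizontal) and salinity (colour). The dab2-like model CI01000039_03651436_03658228 is at 85.1 FPKM on average at 3‰ and 11.8 FPKM in control at 2 dpi, and klf4 is at 42.3 FPKM at 6‰ and 10 FPKM in control at 7 dpi.

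Over the course of infection, a high mobility group protein B1-like gene (HMGB1-like), named for a chromatin protein that also acts as a danger signal, rose at 7 dpi in all 3 salinity groups. It went from 41.9 ± 0.932 FPKM at 1 dpi to 88.8 ± 5.88 FPKM at 7 dpi in control (adjusted p over the 3 days 0.0123), from 45.6 ± 5.79 to 109 ± 18.1 FPKM at 3‰ (0.000192) and from 38.6 ± 15.9 to 95.7 ± 8.48 FPKM at 6‰ (0.002). The Wnt co-receptor gene lrp6 fell from 11 ± 0.693 to 6.29 ± 1.32 FPKM in control (0.0218), from 11.8 ± 1.73 to 6.38 ± 1.26 FPKM at 3‰ (0.00564) and from 11.9 ± 2.45 to 7.25 ± 0.141 FPKM at 6‰ (0.0234). They were chosen after their values were seen, as the named genes called in all 3 courses. Time after infection and sampling day cannot be told apart here, and no uninfected library shows what the days alone would give. Fish sampled at 7 dpi had also survived the infection up to that day. Across the days, 1502 genes were called in control, 3462 at 3‰ and 2418 at 6‰, and 392 in all 3. A fit to the 6‰ groups alone called 313. At 3‰, 2002 of the 3462 genes were lowest at 2 dpi and 2401 were highest at 7 dpi. In control the HMGB1-like call was lost without control replicate 2 or 3 of 7 dpi (adjusted p = 0.0524 and 0.0753), and the lrp6 calls in control and at 6‰ were lost without any of 4 and any of 3 single libraries (up to 0.148 and 0.0949). The control count was 575 without replicate 3 of 7 dpi and 2385 without the outlying library, and the 3‰ and 6‰ counts were 1809 without 3‰ replicate 2 and 1109 without 6‰ replicate 3 of that day.

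Genes called at both salinities were found at 1 and 2 dpi. At 1 dpi, 84 genes were called in the same direction at 3‰ and 6‰ (5 higher, 79 lower), where independent lists would share 0.0165 higher and 1.84 lower genes. At 2 dpi, 133 genes were shared (23 higher, 110 lower), against 2.29 and 11.1 for independent lists. No gene was called in opposite directions, and no gene was shared at 7 dpi. In 100 simulations of unchanged groups, both salinities of a day were set against 1 simulated control group. The shared count averaged 0, 0 and 0.01 at 1, 2 and 7 dpi. Unchanged groups call almost no genes, so this count does not measure what the shared controls add. The simulated controls were drawn from shuffled values of all libraries, so no simulated value measures what these particular control libraries add. The covariance of the log2 fold changes was 0.123, 0.208 and 0.0667, beside simulated means of 0.0699, 0.0718 and 0.0682 and simulated highest values of 0.187, 0.176 and 0.162. Only the value at 2 dpi lay above the simulated range, and the correlations of 0.579, 0.626 and 0.43 lay below the simulated highest (0.798, 0.887 and 0.773). The control groups of 3 could not be split into parts of 2 libraries, so part of the excess may come from the shared controls. The count at 1 dpi was 2 without control replicate 1, and the count at 2 dpi was 9 without 6‰ replicate 1.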

Values the study reported

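The study reported 1765 differentially expressed genes between control and 3‰-treated fish at 1 dpi (793 up, 972 down), 4152 at 2 dpi (2103 up, 2049 down) and 356 at 7 dpi (195 up, 161 down). Between control and 6‰-treated fish it reported 1110, 1379 and 1416 genes at 1, 2 and 7 dpi, and between 3‰ and 6‰ treatment 421, 2034 and 1306 genes. Within the NOD-like receptor signaling pathway, it counted 31, 54 and 25 genes with lower transcription after salinity treatment at 1, 2 and 7 dpi, of which 9, 13 and 10 were NLRs. Survival after infection was given as above 95% in control fish, 83.3% after 6‰ and 60% after 3‰ treatment.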

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

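The split counts in this part were planned before the data were examined. The weighing of the 2 dpi response used tests written after the gene counts of a first fit had been seen, although not the values those tests measure.

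The effect of 3‰ salinity differed between days in 349 genes by the joint F test of the interaction. The largest effect was at 2 dpi in 307 of them, at 1 dpi in 26 and at 7 dpi in 16. At 2 dpi, 271 of the 349 genes were below control and 78 above it. Among the named genes, dab2-like CI01000039_03651436_03658228 averaged 51.6, 85.1 and 18.8 FPKM at 3‰ over the 3 days, beside 21.6, 11.8 and 34.5 FPKM in control (interaction adjusted p = 0.0291). Without control replicate 3 of 7 dpi the count was 16 and the dab2-like call was lost (adjusted p = 0.0885), and without 6‰ replicate 1 of 1 dpi the count was 1064. It was 802 with only the groups compared, 120 with the block and 134 with no filter on low values. The dab2-like call was also lost without control replicate 1 (0.0661) or 3‰ replicate 2 (0.071) of 2 dpi, and without control replicate 2 (0.052) or 3‰ replicate 2 (0.073) or 3 (0.0739) of 7 dpi. Of 100 splits, 3 gave as many genes, the real one included, a share under 0.05. The splits shuffled the salinity labels within days. This breaks the salinity effect as a whole, so the share cannot exclude chance for a difference between days. The highest other split called 1114 genes, several times the real count, which may come from a structure of the samples. That split kept the real parting of the libraries on 1 day, so the salinity effect of that day may itself appear in it as a difference between days, and these were not told apart.

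The effect of 6‰ salinity differed between days in 30 genes, with 17 largest at 1 dpi, 4 at 2 dpi and 9 at 7 dpi. A fit to only the groups compared called 2 genes and the replicate block 18. For klf4 the means at 6‰ were 7.41, 8.78 and 42.3 FPKM, beside 12.9, 16.5 and 10 FPKM in control (interaction adjusted p = 0.0204), and for nr4a3, an orphan nuclear receptor, 4.42, 4.82 and 11.8 FPKM beside 7.33, 7.17 and 6.51 FPKM (0.0297). Both genes were also called for the 3‰ effect by time (interaction adjusted p = 0.0436 for each). Their means at 3‰ were 5.77, 13.9 and 24.9 FPKM for klf4 and 5.14, 6.29 and 11.1 FPKM for nr4a3. These 3‰ calls were lost under 18 and 19 of 30 alternatives. Both genes were chosen after their values were seen, as was dab2-like. The klf4 call at 6‰ was lost without control replicate 3 (adjusted p = 0.064) or 6‰ replicate 3 (0.0683) of 7 dpi, and the 6‰ count was 5 without the latter. The nr4a3 call at 6‰ was lost under 8 of 30 alternatives, the block (0.0531) and 7 omissions of single libraries. These were control replicates 1 (0.0806) and 3 (0.0682) of 1 dpi and 6‰ replicate 1 of 2 dpi (0.0507). At 7 dpi they were control replicates 1 (0.0823) and 3 (0.0992) and 6‰ replicates 2 (0.0699) and 3 (0.111). Of 100 splits, 1 gave as many genes, the real one, and the highest other gave 4. These splits also broke the salinity effect as a whole, so they cannot exclude chance for a difference between days.

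The comparison of 3‰ with control at 2 dpi called 3755 genes, where the next of the 9 salinity comparisons called 358. Scaling between libraries as the whole cause is argued against by the 3670 genes called after quantile normalization, 3112 of them among the 3755, although the excess of lower genes (1418 higher, 2337 lower) was then gone (1831 and 1839). A single library as the cause is argued against by the lowest count without 1 library of the compared groups, 2466 genes without 3‰ replicate 2. With only the groups compared in the fit, 2165 genes were called. The labels name no batch, so a batch that coincides with this group could not be tested and is not excluded. A salinity response of the gill at 2 dpi stays open, and so does a heavier infection of the 3‰-treated fish. The study reports that salinity treatment raised bacterial numbers early in infection, most of all at the lower salinity. Bacterial load is not given per library, so these values cannot part a heavier infection from a direct salinity response. Either may be read from these data only as a hypothesis.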

How the results depend on the processing

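The alternative with no filter on low values was chosen after seeing the data, as were limma without trend and quantile normalization for the NLR lists, the overlap and the named genes. For those results the plan held size-factor normalization and tests of DESeq2, which were not run because they need counts. None of the 106 calls of named or listed genes reversed its direction. That outcome was fixed for the joint tests, whose range of means or effects has no sign. It was also fixed where the omitted library lay outside the compared groups, because their fold change then stays the same. The median log2 fold change of all genes, within 0.1 of 0 in every comparison, changed sign after quantile normalization for 3‰ at 1 dpi (-0.022 to 0.007), 6‰ at 7 dpi (-0.029 to 0.013) and between salinities at 7 dpi (-0.058 to 0.014).

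With the fit restricted to the groups compared, the counts were 0 for 3‰ and 1 for 6‰ against control and 0 between salinities at 1 dpi. At 2 dpi they were 2165, 8 and 6, and at 7 dpi 2 for 3‰ and 14 for 6‰ against control. The 6‰ time course gave 313 genes, and the effects by time 802 at 3‰ and 2 at 6‰. Fewer libraries leave fewer degrees of freedom, but the cause was not tested.

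Replicate numbers do not pair the libraries: residuals of 108 pairs with the same number correlated at -0.29 to 0.32 (median -0.002, against 0.001 for other pairs). With the number as a block, the counts were 91 (3‰ against control) and 1 (between salinities) at 1 dpi, 235 between salinities at 2 dpi, 30 between salinities at 7 dpi, and 120 and 18 for the effects by time at 3‰ and 6‰. With no filter on low values (39351 genes) they were 77 for 3‰ at 1 dpi, 221 and 31 between salinities at 2 and 7 dpi, and 134 for the 3‰ effect by time. Quantile normalization gave 271 genes for 6‰ at 2 dpi, 109 higher and 162 lower. For 3‰ at 7 dpi, limma without trend gave 1 gene and a pseudocount of 0.1 gave 3. The causes were not tested.

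At an unadjusted p under 0.05 with the 1.5-fold threshold, the counts at 1 dpi were 2031 (3‰), 2289 (6‰) and 1155 (between salinities). They were 2142 (6‰) and 3150 (between) at 2 dpi, and 561, 1730 and 1551 at 7 dpi. The time courses gave 3976, 5735 and 5054 genes in control, 3‰ and 6‰, the effects by time 4251 and 2173, and the overlaps 869, 1371 and 178 at 1, 2 and 7 dpi. For the effects by time, the fold threshold was used only here and not in their main counts. Camera for the 13 NLR genes gave an adjusted p of 0.15 with an estimated correlation between salinities at 2 dpi, and 0.222 for 6‰ at 7 dpi.

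Leaving out each of the 27 libraries in turn, the counts against control at 1 dpi ranged from 2 (without control replicate 1) to 429 (without 6‰ replicate 1 of 1 dpi) for 3‰, and from 70 (without control replicate 1) to 1026 (without 6‰ replicate 3) for 6‰. Between salinities they ranged from 0 to 13 (without 6‰ replicate 3). At 2 dpi they were 2466 (without 3‰ replicate 2) to 4572, 11 (without 6‰ replicate 1) to 469, and 1 (without 6‰ replicate 3) to 1071 between salinities. At 7 dpi they were 0 to 3 (without control replicate 2), 11 (without 6‰ replicate 3) to 221, and 7 (without 6‰ replicate 2) to 242. The time courses ranged from 575 (without control replicate 3 of 7 dpi) to 2385, from 1809 (without 3‰ replicate 2 of 7 dpi) to 4439, and from 1109 (without 6‰ replicate 3 of 7 dpi) to 3376 (without 6‰ replicate 3 of 1 dpi). The effects by time ranged from 16 (without control replicate 3 of 7 dpi) to 1064 at 3‰ and from 5 (without 6‰ replicate 3 of 7 dpi) to 44 at 6‰. The highest values 4572, 469, 1071, 221, 242, 2385, 4439 and 1064 all came without 6‰ replicate 1 of 1 dpi. The overlaps ranged from 2 (without control replicate 1) to 143 at 1 dpi, from 9 (without 6‰ replicate 1) to 352 at 2 dpi, and from 0 to 2 at 7 dpi.

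The 13 NLR genes, chosen by the study on these libraries, gave 8 to 15 calls over the 9 comparisons. Their camera adjusted p ranged from 5.8e-06 to 8.43e-05 (3‰), 6.47e-05 to 0.00504 (6‰) and 0.21 to 0.674 (between salinities) at 1 dpi. At 2 dpi it ranged from 2.09e-06 to 2.2e-05, from 1.33e-05 to 0.000763, and from 0.00227 to 0.0786 (without 3‰ replicate 2). At 7 dpi it ranged from 0.134 to 0.624, from 0.0104 to 0.189, and from 0.00478 to 0.357, the last 2 highest without 6‰ replicate 3. The NLRC3-like genes gave 0 to 1 calls, with camera values of 0.812 to 0.978, except 0.987 as the highest between salinities at 1 dpi and 0.352 (3‰) and 0.594 (between salinities) as the lowest at 7 dpi.

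Of 106 calls of named or listed genes, 31 held under all 30 alternatives run for them, and 75 were lost without some single library. Limma without trend lost 5 of them, quantile normalization 13 and the block 16. Without counts, what depth limits cannot be given.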

Other observations

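The tests of 6‰ replicate 1 at 1 dpi for genes found only there and for the share of its highest genes were chosen after the result was seen, as were the thresholds for genes in an on or off state and the pathway lists.

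Of 33 pathway lists, Endocytosis at 3‰ against control at 2 dpi passed in 1 of the set tests, fry without regard to direction (adjusted p = 0.0388). It held 14 tested genes, 3 higher and 1 lower, and neither fry with direction (adjusted p = 0.999) nor camera (0.857) called it. No other list passed in any of the 9 comparisons after the adjustment over all lists and comparisons together.

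An NLRC3-like gene of the study's list from uninfected fish, CI01000095_03598784_03614858, was at 0.5 FPKM or less in 10 libraries and at 2.5 FPKM or more in the other 17, and both states occurred within 6 of the 9 groups. Over all genes, 104 showed such on and off states, with at least 5 libraries in each state and both states in at least 3 groups. No explanation for these states was tested.

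The 6‰ library replicate 1 at 1 dpi held 323 genes at 10 FPKM or more that were under 1 FPKM in the other 26 libraries, against 1 in the next library, and these genes made up 4.24% of its FPKM. Its 10 highest genes took 7.19% of the FPKM, below the 12.76% of another library, which argues against a few genes taking most of the signal. Salinity as the cause is argued against by the other 6‰ libraries of that day: of 614 genes at least 4-fold above their mean over the other libraries, 3.91% were also raised in both. Its highest correlation with a library of another group was 0.86, where every other library reached at least 0.937. With its own replicates it reached at most 0.859. It stood apart from all groups alike, its own included, so these values cannot decide about a swap within the series. RNA of another tissue or cell type may explain the 323 genes, but the files do not name them, so the source is not known.

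Genes called at 3‰ against control at 2 dpi lay beside each other on scaffolds: 459 of 19325 adjacent pairs were called in the same direction, where 1000 shuffles of the places gave at most 268 (mean 227). Of pairs at least 10000 bases apart, 180 of 9061 were, against at most 142, which argues against single genes split into several models as the whole cause. Neighbouring genes may change together, and neither shared regulation nor shared families were tested.

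Each salinity comparison has 10 splits of its 6 libraries, too few for a share under 0.05. The real count and the highest other were 195 and 1 (3‰), 287 and 0 (6‰) and 2 and 0 (between salinities) at 1 dpi. They were 3755 and 7, 161 and 6, and 358 and 7 at 2 dpi, and 0 and 2, 75 and 1, and 62 and 1 at 7 dpi. As many genes as the real split came from 10 of 10 splits for 3‰ at 7 dpi, where the real count by limma is 0 (561 at an unadjusted p under 0.05, 1 by limma without trend), and from 1 of 10, the real one, in the other 8. For the time courses, 100 splits were counted, the real one included. As many genes came from 1 in control (1502, highest other 1421), 1 at 3‰ (3462 and 2600) and 2 at 6‰ (2418 and 2857). These shares under 0.05 argue against chance. Another split called more genes than the real days at 6‰, and 1 nearly as many in control. Another structure of the samples is therefore not excluded.

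The gene counts of the infected comparisons were not set against those quoted from the study, because the thresholds behind the quoted counts are not known.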
